# Genome-Wide Maps of Mononucleosomes and Dinucleosomes Containing Hyperacetylated Histones of *Aspergillus fumigatus*

**DOI:** 10.1371/journal.pone.0009916

**Published:** 2010-03-26

**Authors:** Hiromi Nishida, Takayuki Motoyama, Yutaka Suzuki, Shogo Yamamoto, Hiroyuki Aburatani, Hiroyuki Osada

## Abstract

It is suggested that histone modifications and/or histone variants influence the nucleosomal DNA length. We sequenced both ends of mononucleosomal and dinucleosomal DNA fragments of the filamentous fungus *Aspergillus fumigatus*, after treatment with the histone deacetylase inhibitor trichostatin A (TSA). After mapping the DNA fragments to the genome, we identified >7 million mononucleosome positions and >7 million dinucleosome positions. We showed that the distributions of the lengths of the mononucleosomal DNA fragments after 15-min and 30-min treatments with micrococcal nuclease (MNase) showed a single peak at 168 nt and 160 nt, respectively. The distributions of the lengths of the dinucleosomal DNA fragments after 15-min- and 30-min-treatment with MNase showed a single peak at 321 nt and 306 nt, respectively. The nucleosomal DNA fragments obtained from the TSA-treated cells were significantly longer than those obtained from the untreated cells. On the other hand, most of the genes did not undergo any change after treatment. Between the TSA-treated and untreated cells, only 77 genes had ≥2-fold change in expression levels. In addition, our results showed that the locations where mononucleosomes were frequently detected were conserved between the TSA-treated cells and untreated cells in the gene promoters (lower density of the nucleosomes). However, these locations were less conserved in the bodies (higher density of the nucleosomes) of genes with ≥2-fold changes. Our findings indicate that TSA influences the nucleosome positions, especially of the regions with high density of the nucleosomes by elongation of the nucleosomal DNA. However, most of the nucleosome positions are conserved in the gene promoters, even after treatment with TSA, because of the low density of nucleosomes in the gene promoters.

## Introduction

Eukaryotic genomic DNA is packaged with histone proteins to form chromatin [1], the most fundamental repeating unit of which is the nucleosome [2]. Nucleosomes consist of an octamer of histones, around which the DNA is wrapped in 1.65 turns [3]. Neighboring nucleosomes are separated by unwrapped linker DNA. The precise organization of this chromatin is of utmost importance for the maintenance of eukaryotic genomic DNA.

Generally, nucleosomal histone proteins are post-translationally modified [4]. Reversible histone acetylation, which is regulated by histone acetyltransferase [5] and deacetylase [6], is one such modification. The acetylation and deacetylation of the core histone tails plays an important role in the regulation of transcription [7], [8]. Trichostatin A (TSA) is a histone deacetylase inhibitor, which induces hyperacetylation of histone proteins [9], [10].

Analyses using high-density genomic tiling arrays or massively parallel DNA sequencers have led to the high-resolution mapping of genome-wide nucleosome positions [11]–[22]. Genome-wide nucleosome maps have revealed the relationship between nucleosome density (particularly the presence or absence of nucleosomes in gene promoters) and gene expression. In our previous study [16], 7,715,001 mononucleosomal and 8,565,279 dinucleosomal DNA fragments of the fungus *Aspergillus fumigatus* were mapped using a massively parallel DNA sequencer.

Our previous analyses indicated that the distribution of the mononucleosomal DNA fragment lengths showed 2 peaks at 135 nt and at 150 nt [16]. Although the 2 peaks were found in the gene bodies of active and inactive genes and the inactive gene promoters, the peak at 150 nt was not found in the active gene promoters [16], suggesting that the nucleosomal DNA length of the active gene promoters is related to gene expression. In addition, the distribution of the dinucleosomal DNA fragment lengths showed a single peak at 285 nt [16]. Considering the ratio of the mononucleosome mapping number to the dinucleosome mapping number, the sensitivity to micrococcal nuclease (MNase) was estimated [23]. Based on this estimation, the sensitivity of the active promoters to MNase is not likely to be the sole reason for the loss of the farthest peak [23]. The ratio can be useful for detection of MNase effect.

In the present study, mononucleosomal and dinucleosomal DNA fragments of the TSA-treated cells of *A. fumigatus* were mapped to its genome, and they were compared to those of the untreated cells.

## Results

### Distribution of mononucleosomal and dinucleosomal DNA fragment lengths

From the mapped data, we excluded the mononucleosomal and dinucleosomal DNA fragments that were longer than 236 nt and 436 nt, respectively Accordingly, we identified 9,487,154 and 11,086,845 mononucleosomal DNA fragments and 9,197,430 and 14,382,898 dinucleosomal DNA fragments, after 15-min and 30-min treatment with MNase, respectively. After excluding the completely overlapping DNA fragments, we identified 7,178,492 and 8,932,331 mononucleosome positions and 7,199,013 and 11,674,690 dinucleosome positions, after 15-min and 30-min treatment with MNase, respectively. The distribution of mononucleosomal DNA fragment lengths had a single peak at 168 nt and 160 nt, after 15-min and 30-min-treatment with MNase, respectively (Fig. 1). The distribution of dinucleosomal DNA fragment lengths had a single peak at 321 nt and 306 nt, after 15-min and 30-min treatment with MNase, respectively (Fig. 2).

**Figure 1:**
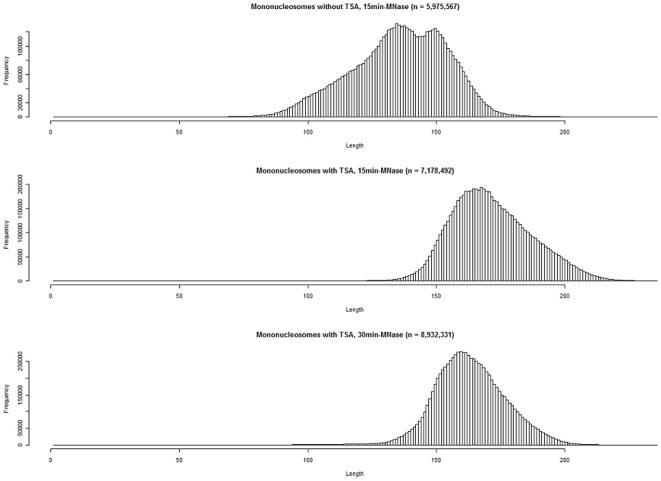
Histograms of the mononucleosomal DNA fragment lengths from trichostatin A (TSA)-treated cells of *Aspergillus fumigatus*. Top, mononucleosomal DNA fragments from untreated cells from our previous study [16]; middle, mononucleosomal DNA fragments from TSA-treated cells (15-min treatment with MNase); bottom, mononucleosomal DNA fragments from TSA-treated cells (30-min treatment with MNase). The distribution of the DNA fragment lengths from the normal cells showed 2 peaks (135 nt and 150 nt). The distribution of the DNA fragment lengths from 15-min and the 30-min treatment with MNase had single peaks at 168 nt and 160 nt, respectively.

**Figure 2:**
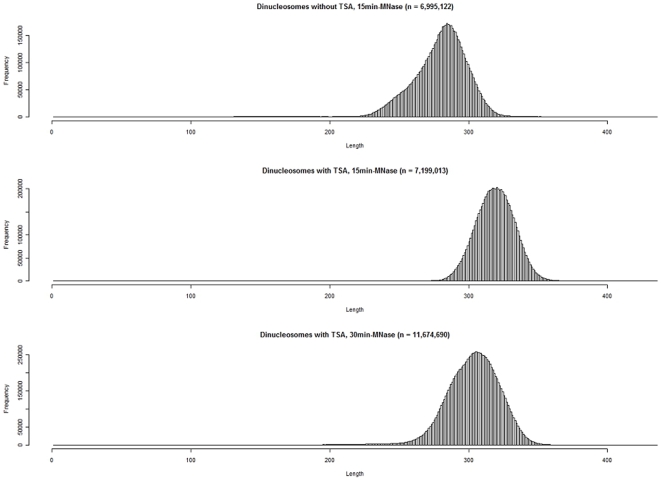
Histograms of the dinucleosomal DNA fragment lengths of the TSA-treated cells of *Aspergillus fumigatus*. Top, dinucleosomal DNA fragments from untreated cells in our previous study [16]; middle, dinucleosomal fragments from trichostatin A (TSA)-treated cells (15-min treatment with MNase); bottom, dinucleosomal fragments from TSA-treated cells (30-min treatment with MNase). The distribution of the DNA fragment lengths from the untreated cells showed a single peak at 285 nt. The distribution of the DNA fragment lengths from cells treated with TSA for 15 min and from the cells treated for 30 min had singles peak at 321 nt and 306 nt, respectively.

### Identification of transcription start sites

The 7,496,630 DNA sequences (5′-end 34 bases) of the untreated cells were uniquely mapped to the *A. fumigatus* genome. Among the 7,496,630 sequence tags, we identified 6,968,134 that were identical to the genome sequences (34 bases matched perfectly). In this study, the 6,968,134 sequence tags were used to identify the transcription start sites (TSSs). We identified 372,259 different TSSs in the whole genome. Of these, 5,386 TSSs had >100 and 557 had >1000 sequence tags.

To compare the conservation levels of the mononucleosome positions around the TSSs, we calculated the squares of Pearson's correlation coefficients between the profiles of the mononucleosome mapping numbers of the TSA-treated cells (15-min treatment with MNase) and the untreated cells at 300 nt downstream and upstream of the 557 TSSs (with more than 1000 sequence tags). The results are shown in Fig. S1.

### Estimation of sensitivity to MNase

We identified 50 highly expressed (active) genes (Table S1) and 50 lowly expressed or silent (inactive) genes (Table S2) on the basis of the microarray data of the RNAs of the TSA-treated cells of *A. fumigatus*. 

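RNA of *A. fumigatus* Af293 grown for 24 h at 28°C with 1 µM TSA, or without TSA, was hybridized to a customized oligonucleotide array in a single colour. The sample labels describe 1 culture per condition, and 2 arrays per culture as technical replicates, in a 4-array format that held both conditions, while the paper takes the values of the untreated cells from its previous study. The labels also record that growth was inhibited in the TSA-treated culture. The deposited values were linear intensities, 1 per gene and array, for 9887 genes. How the probes of a gene were combined, and how background and differences between arrays were corrected, is not given in the sources used here. The median intensity was 6190.3 and 6147.2 on the arrays of the TSA-treated cells and 6159.8 and 6155.1 on those of the untreated cells, and the values of the 4 arrays lay between 665 and 61972. They were used without further normalization, and each TSA array was set against the untreated array of the same number, as in the tables of the paper. Across genes, which are not independent replicates, the correlation of log2 intensities was 0.989 between the TSA arrays, 0.993 between the untreated arrays and 0.949 to 0.959 between a TSA array and an untreated array. The standard deviation of the log2 difference between arrays of the same culture was 0.14 for the TSA-treated and 0.11 for the untreated cells, against 0.26 for the mean log2 ratio of TSA-treated to untreated cells. With 1 culture per condition, these differences cover the error of the arrays and not the spread between cultures, and no test of the treatment was possible.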

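The 50 active genes were the 50 genes with the largest total of both TSA intensities. The geometric mean of their TSA intensities ranged from 36746 to 58198, with a median of 42586. The most intense gene was *Afu1g06390*, annotated as a putative translation elongation factor EF-1 alpha subunit, on chromosome 1 from 1831900 to 1833461 on the plus strand in the coordinates of the paper's tables. Its intensities were 55707 and 60801 in the TSA-treated cells and 57114 and 52971 in the untreated cells. Of the 50 active genes, 37 were also among the 50 most intense genes of the untreated cells. The median of their ratios of TSA-treated to untreated cells was 0.995, and 1 of the 50 genes, *Afu7g00170*, changed more than 1.5-fold in either pair of arrays. The gene bodies of the active genes *Afu4g09350* and *Afu4g09360* on chromosome 4 share 474 bases on opposite strands, and whether the probes separated their transcripts is not given in the sources used here. When only the first or only the second TSA array was ranked, 45 and 48 of the listed genes, respectively, were among the 50 most intense.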

The mononucleosome and dinucleosome mapping numbers and their ratios were calculated for each nucleotide position in the region from 1 kb upstream of the TSS to the translational end site for each of the 50 transcriptionally active and 50 inactive genes. The ratio of the mononucleosome mapping site number to the dinucleosome mapping site number was used as a marker for the sensitivity of nucleosomes to MNase [23]. The region 1 kb upstream from the TSS was designated as the gene promoter and the region downstream from the translational start to the end was designated as the gene body.

The genomic nucleotide positions that exhibited a ratio of the mononucleosome mapping number to the dinucleosome mapping number, with both numbers being ≥1 for each nucleotide position in the active gene bodies, active gene promoters, inactive gene bodies, and inactive gene promoters were 80,381, 41,062, 47,933, and 40,421, respectively (15-min treatment with MNase), and 81,486, 47,960, 50,008, and 46,338, respectively (30-min-treatment with MNase). The median value of the ratios (log_2_ scale) in the active gene bodies, active gene promoters, inactive gene bodies, and inactive gene promoters was −0.86, −0.41, −0.59, and −0.66, respectively (15-min treatment with MNase and −1.16, −1.17, −0.79, and −0.98, respectively (30-min treatment with MNase (Fig. 3).

**Figure 3:**
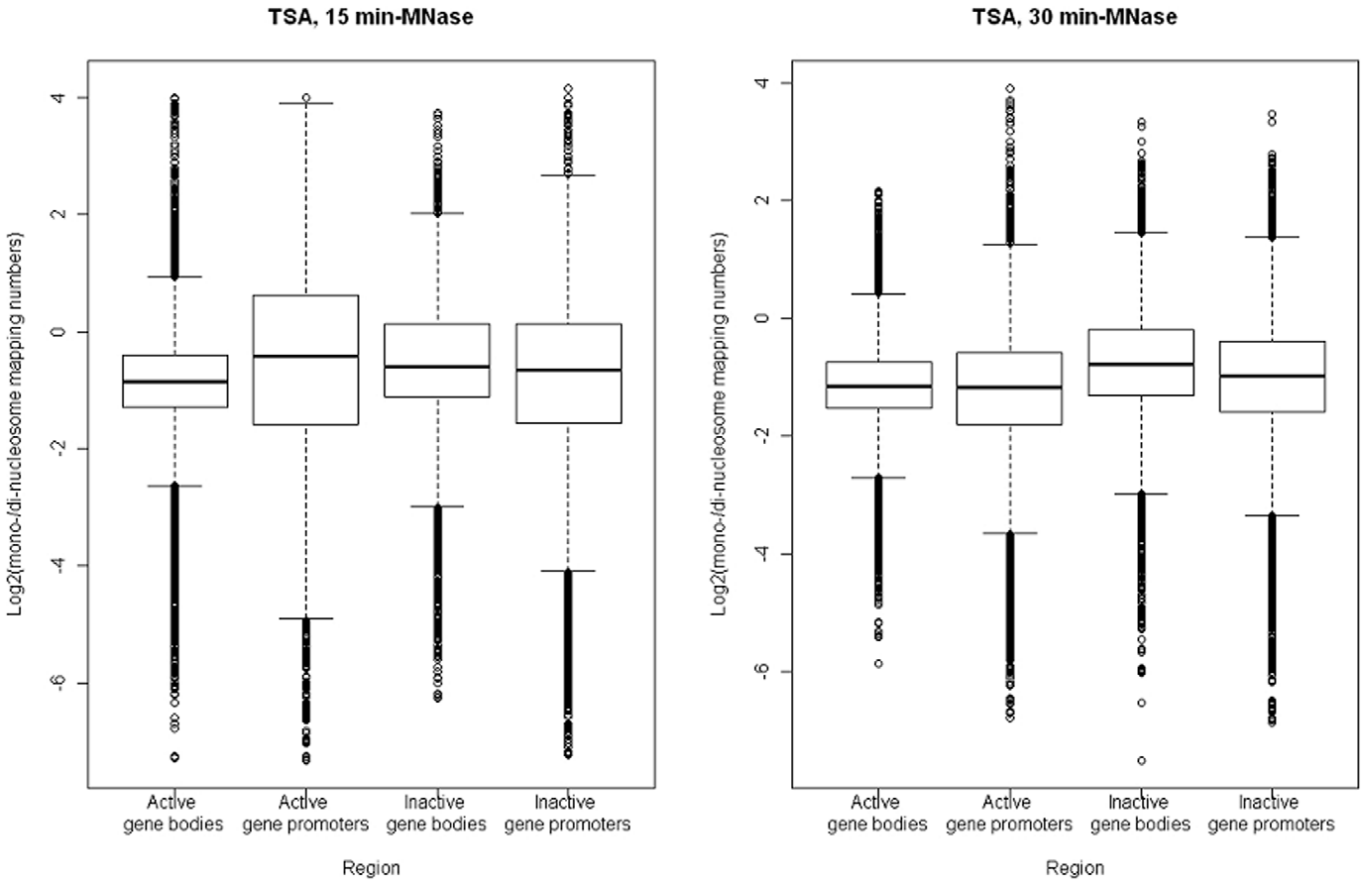
Boxplots of the ratios (log_2_ scale) of the mononucleosome mapping numbers to the dinucleosome mapping numbers for trichostatin A-treated cells of *Aspergillus fumigatus* in transcriptionally active and inactive gene bodies and promoters. The boxes are composed of the medians with the first and third quartiles. The dots indicate outliers.

MNase sensitivity of the active gene promoters was the highest in the TSA-treated cells subjected to a 15-min treatment with MNase (Fig. 3). However, in the TSA-treated cells subjected to a 30-min treatment with MNase, the MNase sensitivity of the active promoters was similar to that of the active gene bodies and was lower than those of the inactive gene bodies and promoters (Fig. 3). Generally, the promoter region is more sensitive to nucleases than the gene body regions. In fact, the MNase sensitivity of the active gene promoters of untreated *A. fumigatus* cells was higher than that of the active gene bodies [16]. Thus, in this analysis, we compared the nucleosome map of the TSA-treated cells to that of the untreated cells, after subjecting them to a 15-min treatment with MNase.

### Comparison of conservation levels of mononucleosome positions

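With each TSA array set against the untreated array of the same number, 26 genes were at least 2-fold higher and 45 genes at least 2-fold lower in the TSA-treated cells in both pairs of arrays, together 0.718% of the 9887 genes. Most genes changed little, and 9356 genes (94.6%) stayed within 1.5-fold in both pairs. Between arrays of the same culture, 0 genes differed 2-fold or more. The largest difference was 1.61-fold between the TSA arrays and 1.40-fold between the untreated arrays. A change of 2-fold or more was therefore larger than any difference between technical replicates, whereas the spread between cultures was not measured. When fold changes were rounded to 1 decimal before the threshold, the precision at which the paper's table prints them, 28 genes were higher and 49 lower. Apart from a lower threshold, the choice of arrays moved the number of up-regulated genes most, with 44 genes in the second pair alone and 30 in the first pair alone.

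**Figure D1:**
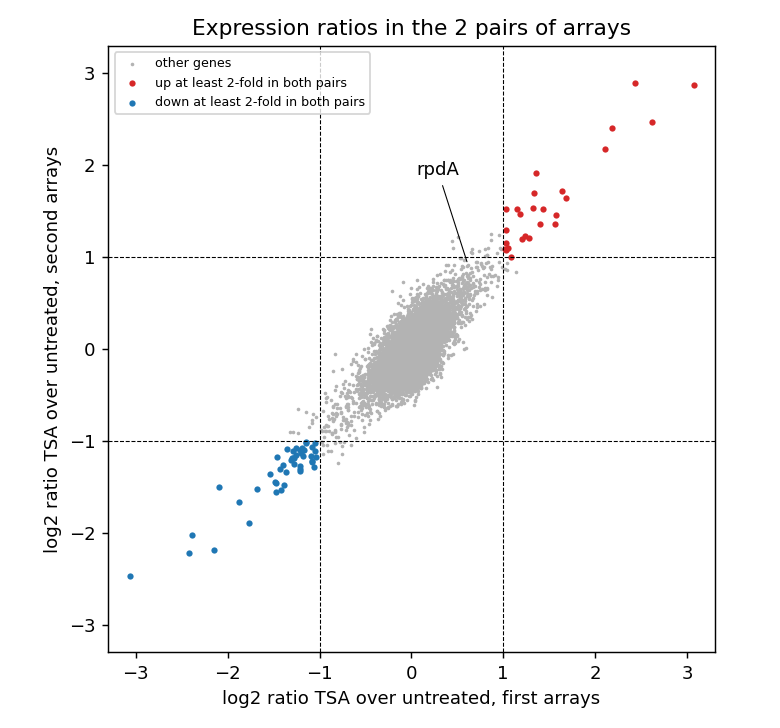
Log2 ratio of TSA-treated to untreated cells for each of the 9887 genes in the first pair of arrays (x axis) and the second pair (y axis). Dashed lines mark 2-fold changes, and the 26 red and 45 blue points lie beyond them in both pairs. The gene *rpdA* lies below the 2-fold line in both pairs.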

After comparison of gene expression levels between the TSA-treated and untreated cells of *A. fumigatus*, we selected 50 genes with constant expression, 49 with down-regulated expression (≥2-fold change), and 28 genes with up-regulated expression (≥2-fold change) (Tables S3 and S4). The mapping mononucleosome numbers and the TSSs of the 50 constantly expressed genes, the 49 down-regulated genes, and the 28 up-regulated genes are shown in Figs. S2, S3, and S4, respectively. As for each gene, the gene promoter (region of 1 kb upstream from the TSS) and the gene body (region from the translational start to the end) were considered.

The medians of the squares of Pearson's correlation coefficients between the profiles of the mononucleosome mapping numbers of the TSA-treated cells (15-min treatment with MNase) and the untreated cells were 0.54, 0.63, 0.49, 0.63, 0.50, and 0.68 for the constantly expressed gene bodies, constantly expressed gene promoters, down-regulated gene bodies, down-regulated gene promoters, up-regulated gene bodies, and up-regulated gene promoters, respectively (Fig. 4). We performed Wilcoxon signed-rank test between the gene bodies and promoters. As the results, the *p*-values were 0.89, 0.034, and 0.21 in the constantly expressed genes, the down-regulated genes, and the up-regulated genes, respectively.

**Figure 4:**
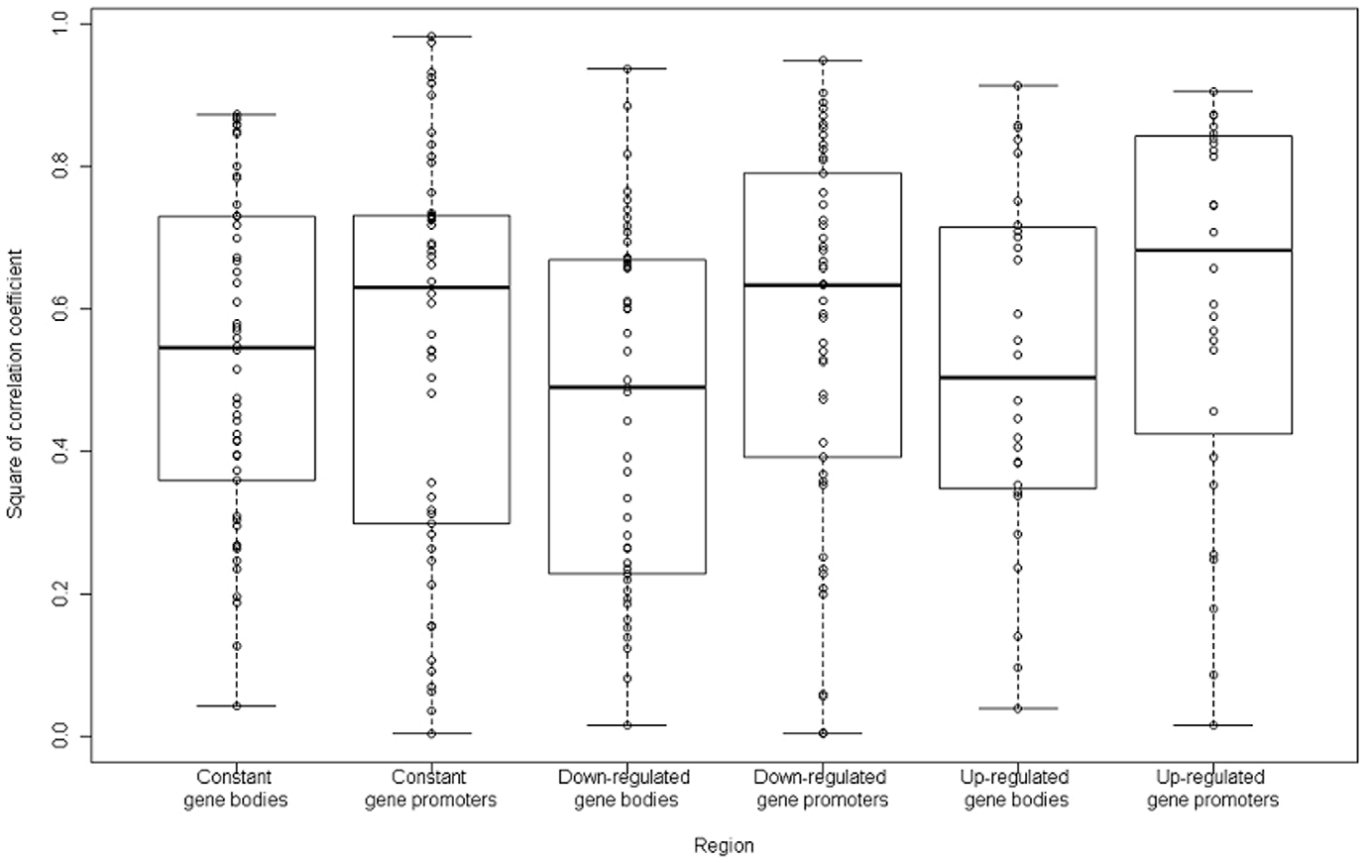
Boxplots of the squares of Pearson's correlation coefficient between the profiles of the trichostatin A-treated (15-min treatment with MNase) and untreated mononucleosome mapping numbers in the constantly expressed gene bodies, constantly expressed gene promoters, down-regulated gene bodies, down-regulated gene promoters, up-regulated gene bodies, and up-regulated gene promoters. The boxes are composed of the medians with the first and third quartiles. The dots indicate each of the squares of Pearson's correlation coefficient.

### Comparison of the expression levels of histones-related genes

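All 31 histone-related genes had a value on the arrays. The annotation names a histone deacetylase for 11 of them, and for 1 of these the complex subunit Hos4. Setting TSA-treated against untreated cells, 10 of the 31 genes were higher in both pairs of arrays, 11 were lower in both, and 10 moved in different directions in the pairs. The median size of the mean log2 change was 0.09. Among 10000 random lists of 31 genes matched on mean intensity, the median of this value was 0.13, and the middle 95% of the lists lay between 0.08 and 0.19. The histone-related genes were at the percentile 6.52 of these lists, which describes these arrays and is not a test of the treatment. With only the first pair of arrays, the percentile was 42.0.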

*Aspergillus fumigatus* has 31 histone-related genes (including 10 histone deacetylase-related genes) (Table S5). 

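The gene *Afu2g03390* is annotated as histone deacetylase RpdA and lies on chromosome 2 from 893605 to 895852 on the minus strand in the coordinates of the paper's tables. Its intensities were 16679 and 17128 in the TSA-treated cells and 10873 and 9093 in the untreated cells. The ratios were 1.53 in the first pair of arrays and 1.88 in the second, with a geometric mean of 1.70. The mean ratios of the other 30 histone-related genes ranged from 0.811 to 1.22. After *Afu2g03390*, the largest changes in this set were those of *Afu6g09210*, a SIR2 family histone deacetylase gene 1.23-fold lower in the TSA-treated cells, and of the histone acetyltransferase genes *Afu5g06140* (1.22-fold higher) and *Afu2g12030* (1.18-fold higher). All 4 ratios of a TSA array over an untreated array of *Afu2g03390* lay between 1.53 and 1.88, and it ranked 1 among the 31 genes in each pair alone and after quantile normalization. The untreated arrays differed 1.20-fold at this gene, and only 1.47% of all genes differed more between them. The change did not reach 2-fold in either pair. Among all genes it was the 77th largest rise, and 1.82% of the genes changed more.

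**Figure D2:**
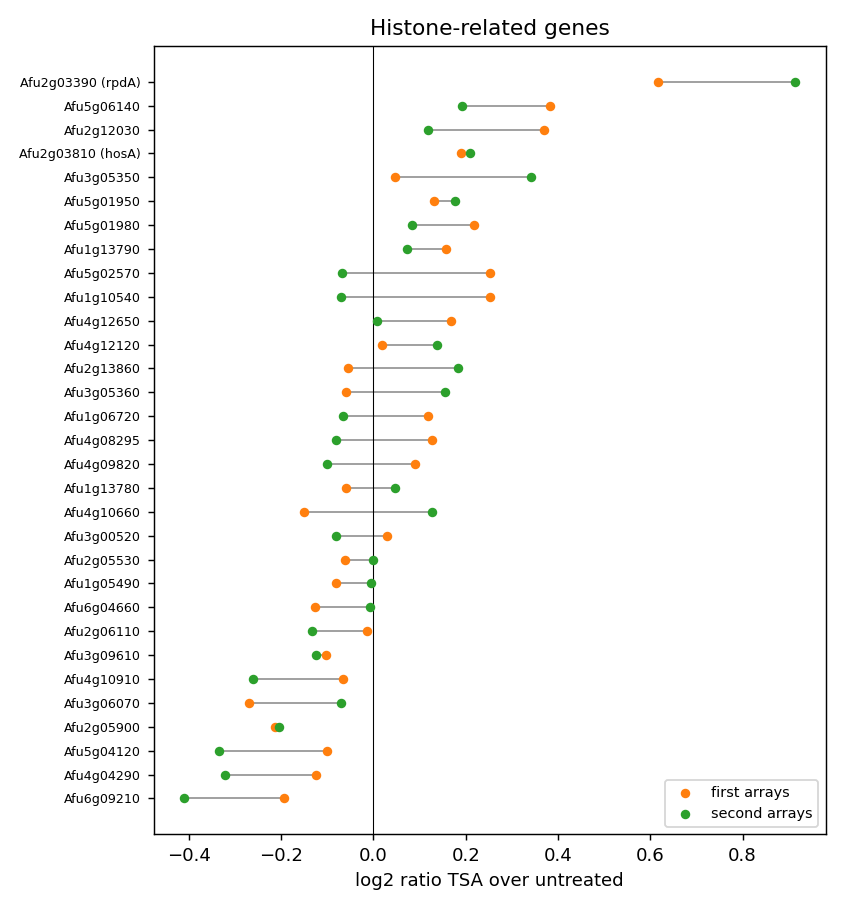
Log2 ratio of TSA-treated to untreated cells (x axis) for the 31 histone-related genes, sorted by the mean. Points are the first and second pair of arrays and lines join them. *Afu2g03390* lies at 0.62 and 0.91, apart from the other 30 genes.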

Among the 31 genes, the fold-change level of *rpdA* (*Afu2g03390*), a histone deacetylase gene, was the highest based on our microarray data (Table S5, Fig. 5). We compared the mapping numbers of the mononucleosomes and the TSSs of *Afu2g03390* between in the TSA-treated and untreated cells of *A. fumigatus*. In the untreated cells, the gene promoters had mononucleosomes whose locations were strictly fixed (Fig. 6). Around the fixed mononuclesomes, there was 1 major TSS and other minor sites (Fig. 6). On the other hand, in the TSA-treated cells, the fixed mononucleosome mapping numbers at the promoters decreased significantly and the locations were slightly variable (Fig. 6).

**Figure 5:**
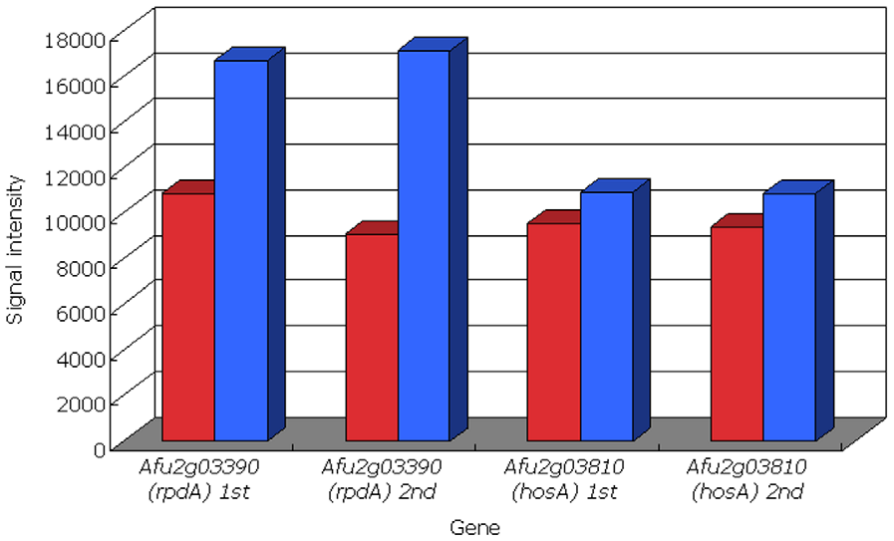
Transcription expression levels of the 2 histone deacetylase genes *rpdA* and *hosA* of *Aspergillus fumigatus*. Red and blue indicate the untreated and trichostatin A-treated cells, respectively. “1st” and “2nd” means each result of two technical replicates in the microarray analyses.

**Figure 6:**
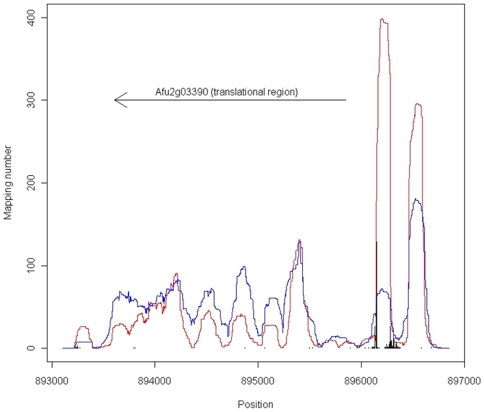
Mapping numbers of the mononucleosomes and transcription start sites within the histone deacetylase gene *rpdA* of *Aspergillus fumigatus*. Red and blue indicate the mononucleosome mapping numbers of the untreated and trichostatin A-treated cells, respectively. The arrow indicates the region from the translational start to the end. The bars indicate the transcription start sites and the mapping numbers. This gene locates on the chromosome 2 of *A. fumigatus*.

## Discussion

Graessle et al. [24] showed that the treatment of cells with TSA stimulates expression of the histone deacetylase coding gene *rpdA* (homolog of *RPD3* from *Saccharomyces cerevisiae*) of *Aspergillus nidulans*; however, TSA had no effect on the expression of *hosA* (homolog of *HOS2* from *Saccharomyces cerevisiae*), a gene that codes for histone deacetylase. The evolutionary conservation levels of *rpdA* and *hosA* are the second and third highest among the 110 proteins related to fungal histone-modifying protein complexes, respectively [25]. On the basis of our microarray data, we compared the expression levels of the homologous genes (*Afu2g03390* and *Afu2g03810*) of *rpdA* and *hosA* between the TSA-treated and untreated cells of *A. fumigatus* (Fig. 5). 

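The gene *Afu2g03810*, annotated as histone deacetylase HosA, lies on chromosome 2 from 1011228 to 1012691 on the minus strand. Its intensities were 10919 and 10879 in the TSA-treated cells and 9579 and 9414 in the untreated cells, which gave ratios of 1.14 and 1.16. The difference exceeded that between arrays of the same culture at this gene, 1.02-fold for the untreated cells. That yardstick was unusually small, as 81.5% of all genes differed more between the untreated arrays. With 1 culture per condition, the difference between TSA-treated and untreated cells was not tested. Of all genes, 30.9% changed more than *Afu2g03810*, which ranked 8 of the 31 histone-related genes. On the log2 scale the mean ratio was 0.77 for *rpdA* and 0.20 for *hosA*. The 10 annotated deacetylase genes other than *rpdA* had mean ratios from 0.811 to 1.15. Having set these expression levels beside those reported for *A. nidulans*, where TSA raised *rpdA* and left *hosA* unaffected, the paper concludes that TSA was also effective in these *A. fumigatus* cells.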

The fold-change level of *rpdA* (*Afu2g03390*) was the highest among the 31 histone-related genes (Table S5). The results of our microarray analysis (Fig. 5) were consistent with the results of the expression analysis of *A. nidulans* performed by Graessle et al. [24], indicating that TSA-treatment was also effective for the *A. fumigatus* cells used in our experiments. The *rpdA* is an essential gene for growth and development of *A. nidulans* [26]. It suggests that the function of RpdA is not completely inhibited in the TSA-treated cells of *Aspergillus*.

We checked the mapping numbers of the mononucleosomes and the TSSs of *Afu2g03390*. In the untreated cells of *A. fumigatus*, the gene promoters had mononucleosomes whose locations were strictly fixed (Fig. 6). In addition, there was 1 major TSS and other minor sites, which were located around the fixed mononucleosomes (Fig. 6). However, in the TSA-treated cells, the fixed mononucleosome mapping numbers at the promoters decreased significantly and the locations were slightly variable. The histone deacetylase inhibitor TSA induces hyperacetylation of histone proteins, which may result in the hyperacetylated histones being released from the gene promoters. These results strongly suggest that the histone acetylation level of nucleosomes in the gene promoter of *Afu2g03390* is directly related to gene regulation.

Our previous study indicated that the distribution of mononucleosomal DNA fragment lengths from untreated cells of *A. fumigatus* had 2 peaks at 135 nt and 150 nt [16]. The 2 peaks in the distribution of mononucleosomal DNA fragment lengths disappeared after TSA treatment (Fig. 1). In the untreated cells, although the gene bodies of the active and inactive genes and the inactive gene promoters had 2 peaks, the active gene promoters lost the longer peak, suggesting that the nucleosome-wrapped longer DNA in the promoters inhibits high gene expression [16]. However, in the TSA-treated cells, we did not find any difference in the distribution of the mononucleosomal DNA fragment lengths between the active gene bodies and promoters and the inactive gene bodies and promoters (Fig. S5). This finding suggests that the nucleosome-wrapped longer DNA does not inhibit high gene expression in the TSA-treated cells of *A. fumigatus*.

The acetylation level of histones may be much higher in the TSA-treated cells than in the untreated cells. The hyperacetylated histones would be larger than canonical histones in the molecular size. The distributions of the mononucleosomal and dinucleosomal DNA fragment lengths of the TSA-treated cells were significantly different from those of the normal cells (Figs. 1 and 2). Both the mononucleosomal and dinucleosomal DNA fragment lengths of the TSA-treated cells were longer than those of the untreated cells. In addition, the lengths of the mononucleosomal and dinucleosomal DNA fragments that were subjected to a 30-min treatment with MNase were shorter than those subjected to a 15-min treatment with MNase (Figs. 1 and 2). This decrease in fragment lengths indicates digestion of the terminal regions of the nucleosome-bound DNA by MNase during the 15-min treatment.

Between the TSA-treated and untreated cells of *A. fumigatus*, the nucleosome positions were more conserved in the gene promoters than in the gene bodies (Fig. 4). In particular, the nucleosome positions were significantly (*p*-value<0.05) conserved in the gene promoters than in the gene bodies of the down-regulated genes. Generally, the density of nucleosomes in the gene promoters is lower than that in the gene bodies [12], [15], [18]. Thus, the extension of the nucleosomal DNA lengths in the TSA-treated cells influences the nucleosome positions more strongly in the gene bodies than in the gene promoters.

We did not find significant differences between the distributions (Fig. S1) of the squares of Pearson's correlation coefficients for the profiles of the mononucleosome mapping numbers between the TSA-treated and untreated cells at 300 nt downstream and upstream of the 557 TSSs (with >1000 sequence tags). This suggests that some genes have conserved nucleosomes just downstream of the TSS, and some genes have conserved regions upstream of the TSS.

According to the regulated nucleosome mobility model, chromatin is regulated by factors that control the equilibrium between nucleosomes with low and high mobility [27]. In this model, histone acetyltransferase and ATP-dependent nucleosome-remodeling factors (ADNR) induce high mobility of nucleosomes and transcriptional activation. In contrast, histone deacetylase and ADNR induce low mobility of nucleosomes and transcriptional repression. Based on this model, TSA-treated cells have high mobility of nucleosomes and transcriptional activation. However, the number of the up-regulated genes was smaller than that of the down-regulated genes (Table S4). 

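At 2-fold in both pairs of arrays, up-regulated genes made up 36.6% of the changed genes. This share depended on the threshold and on the arrays and genes used. At 1.5-fold in both pairs, 124 genes were higher and 137 lower in the TSA-treated cells, and up-regulated genes made up 47.5%. At 2-fold the share was 35.3% in the first pair alone and 42.7% in the second, 39.4% without the dimmest 25% of genes, and 41.5% when the lowest value of each array was also subtracted. The mean of the arrays gave 36.9%, crossed pairs 38.2%, quantile normalization 37.1% and division of each array by its median 36.6%. Up-regulated genes were fewer than down-regulated genes under each alternative processing tried. The median log2 ratio over all genes was 0.00. Whether the arrays had been scaled to a common level is not given in the sources used here. Their medians were 6190.3 and 6147.2 for the TSA-treated and 6159.8 and 6155.1 for the untreated cells. Medians this close point to such a scaling before deposit, though not to its method. The median log2 ratio near 0.00 would then be largely fixed by the scaling, and a common rise or fall of all transcripts could not be seen. With such medians, division by the array median could change little and was a weak check.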

One of the reasons is that although the TSA-treated cells were alive and expressed many genes, the histone-acetylation level of the TSA-treated cells was far different from the normal acetylation level.

Our findings indicate that the histone deacetylase inhibitor TSA influences nucleosome positions by elongation of the nucleosome DNA length. However, most of the nucleosome positions are conserved in the gene promoters between the TSA-treated and untreated cells of the filamentous fungus *Aspergillus fumigatus*, owing to the low density of the nucleosomes of the gene promoters.

## Materials and Methods

### Preparation and sequencing of the paired ends of nucleosomal DNA fragments

In total, 2×10^8^ conidia of *A. fumigatus* Af293 strain were inoculated in 20 ml of 2.4% potato dextrose (PD) medium (Difco Co., Detroit, MI, USA). Cells were grown in the presence of TSA (1 µM) for 24 h at 28°C on a rotary shaker at 160 rpm and then harvested by filtration. MNase digestions were performed as described previously [28]. MNase (TAKARA BIO, Kyoto, Japan) was used at a concentration of 5 U/mg of mycelium for 15 or 30 min at 37°C. We sequenced and mapped the paired ends of the nucleosomal DNA fragments using a massively parallel sequencing platform (Illumina, San Diego, CA, USA). After the chromatin sample had been treated with MNase, the cleavage products were analyzed by agarose gel electrophoresis. We then cut off the mononucleosomal and dinucleosomal DNA fragments separately. Finally, we sequenced both ends (36 bases for the 15-min MNase-treated sample and 76 bases for the 30-min MNase-treated sample) of the DNA fragments using the Illumina Genome Analyzer. Using ELAND (Anthony J. Cox at Illumina), all reads were mapped to the *A. fumigatus* Af293 genome (GenBank accession numbers NC_007194 to NC_007201 correspond to chromosomes 1 to 8), and all uniquely matching read-pairs were retained.

### Identification of transcription start sites of *A. fumigatus*

We inoculated 2×10^8^ conidia of *A. fumigatus* Af293 strain in 20 ml of 2.4% PD medium. Cells were grown for 24 h at 28°C on a rotary shaker at 160 rpm and then harvested by filtration. Total RNAs were isolated from the untreated *A. fumigatus* cells. Then, the 5′-end sequences were determined by using the oligo-capping method [29]. We sequenced 34 bases of the DNA fragments using the Illumina Genome Analyzer. Using ELAND (Anthony J. Cox at Illumina) all reads were mapped to the *A. fumigatus* Af293 genome (GenBank accession numbers NC_007194 to NC_007201 correspond to chromosomes 1 to 8), and all uniquely matching sequences were retained.

### Microarray analysis

The genome sequence and open reading frame predictions for *A. fumigatus* Af293 were obtained from GenBank accession numbers NC_007194 to NC_007201 (chromosomes 1 to 8). A customized high-density oligonucleotide array (Roche NimbleGen, Inc., Madison, WI, USA) was used for the detection of the transcripts in the TSA-treated *A. fumigatus* cells prepared as described above. The cDNA synthesis, hybridization, and scanning were performed by Roche NimbleGen Systems. We compared the results of TSA-treated cells with those of untreated cells (from our previous study) and selected genes that had a more than 2-fold change in expression. We confirmed that all our data is MIAME compliant and that the raw data has been deposited in a MIAME compliant database under accession no. GSE19682.

## Supporting Information

Table S1 Expression levels of the transcriptionally active genes of the TSA-treated cells of *Aspergillus fumigatus*.
(0.13 MB DOC) Click here for additional data file.

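Of the 50 inactive genes, 49 were among the 50 genes with the smallest total of both TSA intensities. *Afu6g09750*, with TSA intensities of 1221 and 1081, had rank 11 from the bottom and is not listed as inactive. *Afu3g01470*, a hypothetical protein gene on chromosome 3 from 372686 to 373698, had rank 51 with TSA intensities of 1533 and 1626 and is listed. The geometric mean of the TSA intensities of the inactive genes ranged from 673 to 1579, with a median of 1398. The least intense gene was *Afu2g13025*, a conserved hypothetical protein gene on chromosome 2 from 3343334 to 3344182 on the plus strand, with TSA intensities of 682 and 665, the lowest values of these arrays, and untreated intensities of 783 and 677. The deposited values hold no background intensity or detection call, so a low intensity could not be separated from no expression. In the untreated cells, 34 of the 50 inactive genes were among the 50 least intense genes, and the ratios of TSA-treated to untreated cells ranged from 0.467 to 1.28. With only the first or only the second TSA array, 40 and 46 of the listed genes, respectively, were among the 50 least intense.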

Table S2 Expression levels of the transcriptionally inactive genes of the TSA-treated cells of *Aspergillus fumigatus*.
(0.13 MB DOC) Click here for additional data file.

Table S3 Expression levels of the histone-related genes between the TSA-treated and untreated cells.
(0.16 MB DOC) Click here for additional data file.

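The 50 constant genes were the 50 genes with the smallest mean of both changes between same-numbered arrays, each taken as the higher over the lower intensity. Their mean change ranged from 1.0016-fold to 1.0086-fold, and the largest change in a single pair was 1.0169-fold. Their geometric mean TSA intensity ranged from 1535 to 16619, with a median of 4733, below the medians of 6190.3 and 6147.2 of the TSA arrays. Only 27 of the 50 genes were left when the dimmest 25% of all genes were omitted. The background is unknown and ratios of dim genes may be compressed, so a small change of a dim gene need not mean constant expression. For 45 of the 50 genes, the arrays of the TSA-treated or of the untreated culture differed from each other more than TSA-treated and untreated cells did in either pair. Taking for each gene the larger of these differences within a culture, the median was 1.04-fold and the maximum 1.15-fold. The genes were selected for the smallest changes, so larger differences within a culture largely follow from the selection. This comparison is therefore not a separate test. It shows only that, for most listed genes, the changes that set their order were smaller than a difference between arrays of the same culture. When the pairs were crossed, with the first TSA array against the second untreated array and the second against the first, 5 of the listed genes were among the 50 with the smallest change. The gene *Afu6g11770* is in the tables of inactive and of constant genes.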

Table S4 Expression levels of the constant expressed genes between the TSA-treated and untreated cells.
(0.27 MB DOC) Click here for additional data file.

Table S5 Expression levels of the genes with more than 2 fold changes between the TSA-treated and untreated cells.

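Among the genes changed at least 2-fold in both pairs, the largest rises by the geometric mean of both ratios were those of *Afu7g00170* (dimethylallyl tryptophan synthase-related, 7.89-fold), *Afu7g00160* (putative type 1 polyketide synthase, 6.33-fold), *Afu3g00710* (putative allergen, 5.84-fold), *Afu5g00920* (putative transesterase, 4.90-fold) and *Afu7g00200* (hypothetical protein, 4.42-fold). The intensities of *Afu7g00170* were 38800 and 38056 in the TSA-treated and 4586 and 5171 in the untreated cells. The largest falls were those of *Afu7g04910* (putative phosphatidylglycerol specific phospholipase C, 6.80-fold), *Afu1g17590* (phosphoesterase superfamily protein, 5.00-fold), *Afu1g03570* (acid phosphatase PHOa, 4.63-fold), *Afu4g03660* (putative acid phosphatase, 4.49-fold) and *Afu2g02030* (fructosyl amine:oxygen oxidoreductase, 3.56-fold). The intensities of *Afu7g04910* were 2937 and 3579 in the TSA-treated and 24519 and 19800 in the untreated cells.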

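In the gene order of the RefSeq annotation of assembly ASM265v1, 2 runs of 3 or more adjacent genes all changed at least 2-fold in both pairs. The 6 genes from *Afu7g00120* to *Afu7g00180* on chromosome 7 rose between 2.36-fold and 7.89-fold. In the coordinates of the table they lie from 27793 to 44976, and besides the dimethylallyl tryptophan synthase-related gene and the polyketide synthase gene they include a C6 transcription factor gene (*Afu7g00130*, 2.60-fold) and a monooxygenase gene (*Afu7g00150*, 2.36-fold). The next gene, *Afu7g00190*, had a ratio of 0.873, and after it *Afu7g00200* rose. The 4 genes from *Afu5g09120* to *Afu5g09150* on chromosome 5, from 2343530 to 2349791, fell between 2.13-fold and 2.40-fold. They are annotated as a neutral amino acid permease, a polysaccharide deacetylase family protein, an amidase and a short-chain oxidoreductase.

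**Figure D3:**
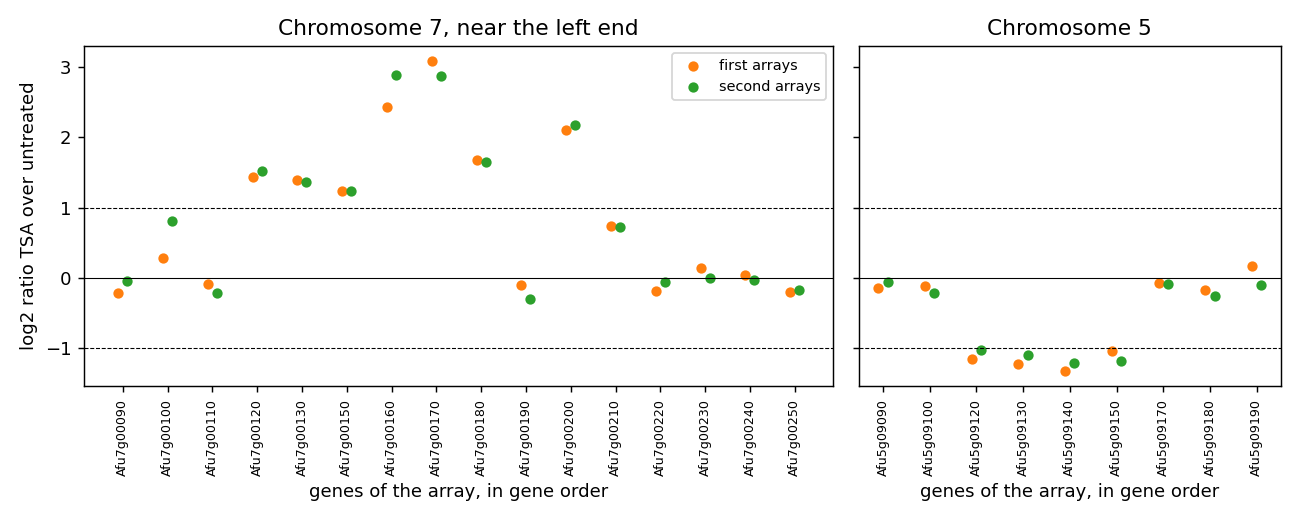
Log2 ratio of TSA-treated to untreated cells (y axis) for genes of the array in gene order (x axis) around the 6 rising genes of chromosome 7 and the 4 falling genes of chromosome 5. Points are the first and second pair of arrays and dashed lines mark 2-fold changes. The genes on either side of *Afu5g09120* to *Afu5g09150* stay within 2-fold.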

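Of the 77 genes listed in the table, 71 were at least 2-fold in both pairs at full precision, and 6 were below 2-fold in the first pair only, with a change of at most 1.98-fold there. These were *Afu1g15000* (2-isopropylmalate synthase) and *Afu1g17630* (FAD/FMN-containing protein) among the up-regulated genes, and *Afu1g04430* (hypothetical protein), *Afu5g08940* (3-methylcrotonyl-CoA carboxylase, beta subunit), *Afu5g09720* (flavin containing polyamine oxidase) and *Afu7g04570* (Na/K ATPase alpha 1 subunit) among the down-regulated genes. No gene outside the table passed 2-fold in both pairs. The table prints the pair with the larger change first for all 77 genes, so that the first line holds the second arrays for 36 of them.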

(0.37 MB DOC) Click here for additional data file.

Figure S1 Boxplots of the squares of Pearson's correlation coefficient between the profiles of the TSA-treated (15-min treatment with MNase) and untreated mononucleosome mapping numbers in the 300 nt downstream and upstream of each of the 557 transcription start sites (>1000 sequence tags).
(0.10 MB PPT) Click here for additional data file.

Figure S2 Mapping numbers of mononucleosomes and transcription start sites of the 50 constant expressed genes between the TSA-treated and untreated cells. Title indicates gene name with the last character “p” or “m”. The “p” indicates that the region between the positions 1 and 1,000 is the promoter and the other region is gene body. The “m” indicates that the region between the position 1,000 downstream from the last position and the last position is the promoter and the other region is gene body. Red and blue indicate the mononucleosome mapping number of the untreated cells and that of the TSA-treated cells respectively. The arrow indicates the region from the translational start to the end. The bars indicate the transcription start sites and the mapping numbers.
(1.76 MB PPT) Click here for additional data file.

Figure S3 Mapping numbers of mononucleosomes and transcription start sites of the 49 down-regulated genes between the TSA-treated and untreated cells. Title indicates gene name with the last character “p” or “m”. The “p” indicates that the region between the positions 1 and 1,000 is the promoter and the other region is gene body. The “m” indicates that the region between the position 1,000 downstream from the last position and the last position is the promoter and the other region is gene body. Red and blue indicate the mononucleosome mapping number of the untreated cells and that of the TSA-treated cells respectively. The arrow indicates the region from the translational start to the end. The bars indicate the transcription start sites and the mapping numbers.
(1.11 MB PPT) Click here for additional data file.

Figure S4 Mapping numbers of mononucleosomes and transcription start sites of the 28 up-regulated genes between the TSA-treated and untreated cells. Title indicates gene name with the last character “p” or “m”. The “p” indicates that the region between the positions 1 and 1,000 is the promoter and the other region is gene body. The “m” indicates that the region between the position 1,000 downstream from the last position and the last position is the promoter and the other region is gene body. Red and blue indicate the mononucleosome mapping number of the untreated cells and that of the TSA-treated cells respectively. The arrow indicates the region from the translational start to the end. The bars indicate the transcription start sites and the mapping numbers.
(0.68 MB PPT) Click here for additional data file.

Figure S5 Histograms of mononucleosomal DNA fragment lengths in the promoters and bodies of transcriptionally active and inactive genes of the TSA-treated cells. We extracted highly expressed (active) genes (not including rRNA genes) and lowly expressed or silent (inactive) genes based on the microarray data of RNAs from the TSA-treated cells of Aspergillus fumigatus.
(0.17 MB PPT) Click here for additional data file.

## References

[1] Igo-Kemenes T, Hörz W, Zachau HG (1982). Chromatin.. Ann Rev Biochem.

[2] Luger K (2006). Dynamic nucleosomes.. Chromosome Res.

[3] Luger K, Mäder AW, Richmond RK, Sargent DF, Richmond TJ (1997). Crystal structure of the nucleosome core particle at 2.8 Å resolution.. Nature.

[4] Millar CB, Grunstein M (2006). Genome-wide patterns of histone modifications in yeast.. Nat Rev Mol Cell Biol.

[5] Lee KK, Workman JL (2007). Histone acetyltransferase complexes: one size doesn't fit all.. Nat Rev Mol Cell Biol.

[6] De Ruijter AJM, Van Gennip AH, Caron HN, Kemp S, Van Kuilenburg ABP (2003). Histone deacetylases (HDACs): characterization of the classical HDAC family.. Biochem J.

[7] Li B, Carey M, Workman JL (2007). The role of chromatin during transcription.. Cell.

[8] Luger K, Richmond TJ (1998). The histone tails of the nucleosome.. Curr Opin Genet Dev.

[9] Sasaki K, Ito T, Nishino N, Khochbin S, Yoshida M (2009). Real-time imaging of histone H4 hyperacetylation in living cells.. Proc Natl Acad Sci USA.

[10] Yoshida M, Horinouchi S, Beppu T (1995). Trichostatin A and trapoxin: novel chemical probes for the role of histone acetylation in chromatin structure and function.. BioEssays.

[11] Dennis JH, Fan H-Y, Reynolds SM, Yuan G, Meldrim JC (2007). Independent and complementary methods for large-scale structural analysis of mammalian chromatin.. Genome Res.

[12] Lee C-K, Shibata Y, Rao B, Strahl BD, Lieb JD (2004). Evidence for nucleosome depletion at active regulatory regions genome-wide.. Nat Genet.

[13] Lee W, Tillo D, Bray N, Morse RH, Davis RW (2007). A high-resolution atlas of nucleosome occupancy in yeast.. Nat Genet.

[14] Mavrich TN, Jiang C, Ioshikhes IP, Li X, Venters BJ (2008). Nucleosome organization in the *Drosophila* genome.. Nature.

[15] Nishida H, Suzuki T, Kondo S, Miura H, Fujimura Y (2006). Histone H3 acetylated at lysine 9 in promoter is associated with low nucleosome density in the vicinity of transcription start site in human cell.. Chromosome Res.

[16] Nishida H, Motoyama T, Yamamoto S, Aburatani H, Osada H (2009). Genome-wide maps of mono- and di-nucleosomes of *Aspergillus fumigatus*.. Bioinformatics.

[17] Schones DE, Cui K, Cuddapah S, Roh T-Y, Barski A (2008). Dynamic regulation of nucleosome positioning in the human genome.. Cell.

[18] Segal E, Fondufe-Mittendorf Y, Chen L, Thåström AC, Field Y (2006). A genomic code for nucleosome positioning.. Nature.

[19] Shivaswamy S, Bhinge A, Zhao Y, Jones S, Hirst M (2008). Dynamic remodeling of individual nucleosomes across a eukaryotic genome in response to transcriptional perturbation.. PLoS Biol.

[20] Song JS, Liu X, Liu XS, He X (2008). A high-resolution map of nucleosome positioning on a fission yeast centromere.. Genome Res.

[21] Valouev A, Ichikawa J, Tonthat T, Stuart J, Ranade S (2008). A high-resolution, nucleosome position map of *C. elegans* reveals a lack of universal sequence-dictated positioning.. Genome Res.

[22] Yuan G-C, Liu Y-J, Dion MF, Slack MD, Wu LF (2005). Genome-scale identification of nucleosome positions in *S. cerevisiae*.. Science.

[23] Nishida H (2009). Calculation of the ratio of the mononucleosome mapping number to the dinucleosome mapping number for each nucleotide position in the *Aspergillus fumigatus* genome.. Open Access Bioinformatics.

[24] Graessle S, Dangl M, Haas H, Mair K, Trojer P (2000). Characterization of two putative histone deacetylase genes from *Aspergillus nidulans*.. Biochim Biophys Acta.

[25] Nishida H (2009). Evolutionary conservation levels of subunits of histone-modifying protein complexes in fungi.. Comp Funct Genomics.

[26] Tribus M, Bauer I, Galehr J, Rieser G, Trojer P (2010). A novel motif fungal class 1 histone deacetylases is essential for growth and development of *Aspergillus*.. Mol Biol Cell.

[27] Cosgrove MS, Boeke JD, Wolberger C (2004). Regulated nucleosome mobility and the histone code.. Nat Struct Mol Biol.

[28] Gonzalez R, Scazzocchio C (1997). A rapid method for chromatin structure analysis in the filamentous fungus *Aspergillus nidulans*.. Nucleic Acids Res.

[29] Suzuki Y, Sugano S (2003). Construction of a full-length enriched and a 5′-end enriched cDNA library using the oligo-capping method.. Methods Mol Biol.

How the deposited data were processed for this re-analysis (not part of the article)

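Expression was measured in *A. fumigatus* Af293 grown for 24 h at 28°C with 1 µM TSA or without TSA, on 4 arrays, with 2 technical replicates of 1 culture per condition. The authors used a customized oligonucleotide array in a single colour, and cDNA synthesis, hybridization and scanning were done by the array's maker. The deposited values are linear intensities, 1 per gene, for 9887 genes. The authors' summary of probes, background correction and normalization between arrays are not given in the sources used here. The 4 arrays had nearly equal medians and different distributions. All 832 intensities that the paper's tables print, for 256 genes, were equal to the deposited values within the rounding of the last printed decimal, which is the fourth in the tables of active, inactive, histone-related and constant genes and the first in the table of changed genes. The tables of active and inactive genes print the TSA intensities only. Values of the nucleosome maps and the transcription start sites were not analysed here.

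Ratios of TSA-treated to untreated intensities were computed for same-numbered arrays, as in the paper's tables, and averaged on the log2 scale. A gene was counted as changed when both ratios were at least 2-fold in the same direction. No probe was left out and no further normalization was applied. With 1 culture per condition there were no replicates for a test of the treatment, so that no p-value is given, and ratios are set against the differences between arrays of the same culture. The number of arrays limits the precision. In the 4 arrays, 2 pairs of values of a gene on arrays of the same culture were identical, at *Afu3g06760* and *Afu7g05890*. The active, inactive, constant and histone-related genes were those of the paper's tables. The text of the paper cites Table S5 for the histone-related genes and Tables S3 and S4 for the constant and changed genes, while the supplement gives the histone-related genes as Table S3, the constant genes as Table S4 and the changed genes as Table S5. The histone-related genes were compared with 10000 random lists matched on mean log2 intensity in 20 bins.

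The genes named in the text were chosen by a rule. They are the genes the paper names, the 5 largest rises and 5 largest falls among genes changed at least 2-fold in both pairs, the 3 largest changes among the other histone-related genes, the most and least intense gene in TSA-treated cells, the genes on which the lists of the paper and the counts differ, and runs of 3 or more adjacent changed genes. The values in the paper's supplementary tables had been read when this rule, the main settings and the alternatives were written. The overlapping active genes, the gene listed as both inactive and constant, and the genes with phosphorus-related annotations were chosen after their values were seen. *Afu7g00190*, next to a named run, was chosen by its position.

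Gene order was taken from the RefSeq gene table of assembly ASM265v1, which holds 9488 of the 9887 genes of the array. The paper identifies the chromosome sequences and gene predictions of Af293 by their GenBank records and gives no assembly name. No coordinate of the RefSeq gene table is printed here, and the coordinates are those of the paper's tables. Of the 256 genes in the paper's tables, 245 were found, all on the same chromosome, and 0 were out of order against the paper's coordinates. The log2 ratios of 8975 pairs of neighbouring genes were correlated and compared with 1000 orders permuted within chromosomes. The first and last 50 genes of each of the 8 chromosomes were compared with matched random lists.

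The alternatives set before the deposited data were examined, though after those tables had been read, were the mean of the arrays of a condition in place of pairs, crossed pairs, quantile normalization, division by the array median, each pair alone, omission of the dimmest 25% of genes, subtraction of the lowest value of each array together with that omission, omission of the genes changed at least 2-fold, and other thresholds, ranks and sizes of the end region. The numbers of the arrays were checked as pairs by the correlation across genes of the log2 difference between the TSA arrays with that between the untreated arrays, which was -0.232. Effects shared by same-numbered arrays would tend to make this correlation positive. The check therefore gave no ground for the pairing, which was kept because the paper's tables use it. In simulated arrays of 9887 genes with the noise of these arrays, 200 of 200 genes changed by 1.5 on the log2 scale were recovered at 2-fold in both pairs, and 0 unchanged genes were called. With noise this small and a shift well above 2-fold, this outcome was nearly fixed in advance. It checks the computation and does not show how genes near 2-fold are called. The simulation held no spread between cultures. In simulated gene orders, independent values gave a correlation between neighbours of -0.00362, and values shared in runs gave 0.138 where 0.133 was set. Of 20 random lists without a shift, 2 fell outside the middle 95% of matched lists. Computations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures matplotlib 3.10.9.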

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

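The hypotheses on neighbouring genes and on genes near chromosome ends were planned, but after the paper's supplementary tables had been read, in which rising genes of chromosome 7 stand next to each other. Their tests against causes on the arrays were written before the results were seen, except those of the median near the ends against a difference between the TSA arrays and against random stretches of adjacent genes. These exceptions, all tests on the numbers of rising and falling genes near the ends, and the count of genes outside the table of changed genes were chosen after the result was seen.

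Genes outside the table of changed genes also differed between the TSA-treated and untreated cells. In both pairs of arrays, 184 genes that the table does not list changed at least 1.5-fold, 96 up and 88 down. Between arrays of the same culture, 3 genes of the TSA-treated cells (*Afu5g01990*, *Afu6g09730* and *Afu8g02200*, named after their values were seen) and 0 genes of the untreated cells were 1.5-fold apart. With crossed pairs, 163 of the 184 genes still changed at least 1.5-fold in the same direction. In the second pair alone, 379 genes outside the table passed 1.5-fold. A TSA effect and another difference between the cultures cannot be told apart, since there was 1 culture per condition and the labels record inhibited growth in the TSA-treated culture.

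The log2 ratios of neighbouring genes were correlated, which the paper does not report. Over 8975 pairs of adjacent genes the correlation was 0.185, across genes that are not independent replicates, and 1000 orders permuted within chromosomes gave -0.0316 to 0.036. The difference between arrays of the same culture correlated between neighbours at 0.0625 for the TSA arrays, above its highest permuted value of 0.0353, and at 0.0045 for the untreated arrays. Neighbours thus share some noise of the TSA arrays, and its lower correlation argues against it only as the whole cause. Noise of a single pair as the whole cause is argued against by the correlation of 0.157 between a gene in the first pair and its neighbour in the second. With the genes changed at least 2-fold left out, the correlation was 0.145, above the highest permuted value of 0.0331, so that the strongly changed clusters were not the whole of it. Between neighbours more than 500 bases apart it was 0.169 over 3800 pairs, above the highest permuted value of 0.0514, which argues against signal shared by overlapping or very close genes. Similar sequences of neighbouring paralogs were not tested, since no probe or genome sequence was used here. Co-regulation of adjacent genes by TSA may explain the correlation as a hypothesis. It cannot be told apart from another difference between the cultures, with 1 culture per condition.

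Genes near the chromosome ends rose more often than they fell. Of the first and last 50 genes of each chromosome, 800 in all, 30 were at least 1.5-fold higher and 5 at least 1.5-fold lower in both pairs, while among the other 8688 genes in the gene order 92 rose and 130 fell. Random lists matched on mean intensity held 8 rises and 9 falls at the median and at most 20 rises, which argues against low intensity as the cause. The number of falls was not unusual, as 12.2% of the matched lists had as few. The falling genes, named after their values were seen, were *Afu1g17590*, *Afu5g14850*, *Afu5g14890*, *Afu5g14930* and *Afu6g14340*. The run on chromosome 7 holds part of the rises. Its left end had 10 of the 30, and without it 20 genes rose and 5 fell, a surplus of 15 rises, narrowly above the highest surplus of 14 in matched lists. In the first pair alone 37 genes rose and 5 fell, a surplus of 32, and in the second pair alone 48 rose and 6 fell, each surplus above every matched list (13 and 26 at most), which argues against a difference between the TSA arrays. Among 10000 sets of 16 stretches of 50 adjacent genes placed at random, the surplus of 25 had a percentile of 100, and the highest surplus was 21. Without the left end of chromosome 7, the surplus of 15 at the other 15 ends had a percentile of 99.83 among sets of 15 random stretches, of which some reached up to 20, and of 99.94 (up to 16) when that end was also kept out of the random stretches. Adjacent genes changing together anywhere on a chromosome thus rarely gave such a surplus. Rises outnumbered falls at 12 of 16 ends, equalled them at 3 and were fewer at 1, the right end of chromosome 5. Of the 30 rising genes, 14 are in the table of changed genes.

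The median log2 ratio of the same 800 genes was 0.0281, at a percentile of 100 of 10000 matched random lists, whose median was -0.0132. This shift is small. It was smaller than the median difference of 0.0556 between the TSA arrays over these genes, and its sign depended on the arrays, with 0.0726 in the first pair and -0.00717 in the second. Matched lists moved with it, so that the percentile was 100 in both pairs, which argues against a difference between the TSA arrays as the whole cause. Low intensity is argued against by the same percentile of 100. Under quantile normalization the excess over matched lists was 0.0389, against 0.0413 before it, which argues against unequal distributions of the arrays as the whole cause. Without the genes changed at least 2-fold the median was 0.0251, still at a percentile of 100, and the median of 0.0281 lay at a percentile of 99.56 among the sets of random stretches of adjacent genes. Without the left end of chromosome 7 the median was 0.0231, at a percentile of 98.24 among sets of 15 stretches and of 98.5 with that end also kept out of the stretches. The size of the end region mattered. With the 25 genes nearest each end the median was 0.00865, against -0.0144 in matched lists (percentile 98.94), and with 100 genes it was 0.0116 against -0.0114 (percentile 100), so that the shift was not largest in the genes nearest the ends. A release of genes near chromosome ends from repression by histone deacetylases may account for part of both patterns, as a hypothesis found and tested on the same arrays, but the smaller median with 25 genes goes against a release that is strongest at the ends. The number of cultures, 1 per condition, keeps open a difference between the cultures other than TSA, such as the inhibited growth, and TSA cannot be told apart from it. Gene length, base composition and similar sequences among genes near the ends were not tested.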

How the results depend on the processing

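All alternatives below were planned, apart from those chosen after the result was seen for the counts of rises and falls near chromosome ends. Of 87 values of the 12 main results under an alternative, 1 changed sign, 13 moved beyond the limit for their kind and 73 did not. The limit was 1.5 times the main count for counts, including those of shared genes, and the spread between pairs for ratios and the share within 1.5-fold. Values compared with random lists or orders had only to stay on the same side, whatever their size.

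Up-regulated genes at 2-fold numbered 23 to 34 and down-regulated genes 40 to 53 under the alternatives that used all arrays at 2-fold, against 26 and 45. Division by the array median gave 26 and 45, the same genes, which the nearly equal medians of the arrays made likely in advance. Left to a single pair, the counts ranged from 30 to 44 up and from 55 to 59 down, the higher of each in the second pair. All 26 and 45 genes are among these by construction. At 1.5-fold the counts were 124 up and 137 down. A gene had to pass in only 1 pair in place of both, or pass a lower threshold, and beyond this the cause was not tested. Omission of the dimmest 25% of genes removed 2472 genes, among them 5 changed genes, all falling (*Afu1g16030*, *Afu4g03240*, *Afu5g02820*, *Afu5g14930* and *Afu6g12240*, named after their values were seen).

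The numbers of the arrays pair technical replicates and carry no shared batch that the sources name. Without a replicate block, that is with the mean of the arrays of a condition, 31 genes were up and 53 down. The share of genes within 1.5-fold was 96.5% in place of 94.6%. A gene that meets a limit in both pairs also meets it with the mean, so these values could only stay equal or rise. The log2 difference between the TSA arrays correlated across genes at -0.232 with that between the untreated arrays. Effects shared by same-numbered arrays would tend to make this value positive, so it gave no ground for the pairing. A negative value also makes the spread between same-numbered pairs wider than that between crossed pairs. Crossed pairs, which were planned before this value was known, gave 26 genes up, 23 of them the same. They gave 42 genes down, all of them among the 45. The share within 1.5-fold was 95.4% to 96.6% with a single pair, where by construction it could not be lower than with both.

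The list of constant genes depended on the processing, and the cause was not tested. Of the 50 listed genes, 3 were among the 50 smallest changes with the mean of the arrays, 5 with crossed pairs, 7 after quantile normalization, 34 after division by the median, 27 without the dimmest genes (of 27 listed genes left) and 6 to 10 with a single pair. The 50 most intense genes shared 45 to 50 genes with the list of active genes and the 50 least intense 40 to 49 with that of inactive genes under the alternatives.

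The mean of the arrays and crossed pairs leave the mean log2 ratio of a gene unchanged by construction, and a single pair cannot move it beyond the spread between pairs. The *rpdA* ratio was 1.53 to 1.88 and its rank among histone-related genes 1 under each alternative. The *hosA* ratio of 1.15 became 1.12 after quantile normalization and 1.16 after subtraction of the lowest value of each array without the dimmest genes, and stayed above 1. Its spread between pairs is so small that these shifts exceed it, and the cause was not tested. The median size of change of the histone-related genes lay inside the middle 95% of matched lists under each alternative, at percentiles from 4.79 to 42.0.

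The correlation between neighbouring genes was 0.145 to 0.197, above every permuted order under each alternative. Division by the array median shifts all log2 ratios alike and cannot change this correlation or the comparison of the ends with matched lists. The median of the genes near chromosome ends was -0.00717 to 0.0726 with a single pair, negative in the second pair. For each gene, the pairs differ by the log2 difference between the TSA arrays less that between the untreated arrays. Over these genes the medians of these differences were 0.0556 and -0.00933, so the gap between the pairs came mainly from the TSA arrays. The median near the ends fell from 0.0281 to 0.00865 with 25 and to 0.0116 with 100 genes per end. Its percentile among matched lists was 98.94 or more under each alternative. Rises of at least 1.5-fold near the ends numbered 29 to 48 and falls 5 or 6. For the 31 named genes other than *rpdA* and *hosA*, only quantile normalization and division by the array median could move the ratio beyond the spread between pairs, and they moved 1 of them (*Afu7g00150*, 2.35 after quantile normalization). The 18 of these genes changed at least 2-fold in both pairs kept a mean change of at least 2-fold under these scalings. The deposited values give no background, so that signal over background is unknown and ratios of dim genes may be compressed. Subtraction of the lowest value raised the counts to 34 up and 48 down among the brighter genes.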

Differences from the paper's values

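The values compared were the counts of changed genes, the *rpdA* and *hosA* ratios, and the lists of active, inactive and constant genes. None of them differed by more than 1.5 times from the value computed here with the main setting. The ratios and lists were computed by the rules of the paper's tables from the same intensities, so their match was largely fixed in advance. Values of the nucleosome maps and transcription start sites were not compared. The paper's counts are 28 up-regulated and 49 down-regulated genes, and 26 and 45 were found here. Rounding of fold changes to 1 decimal gave 28 and 49, the same 77 genes as in the paper's table. This alternative was set before the deposited data were examined, but it was chosen because the table prints some genes as 2-fold whose printed intensities give slightly less, so that it is not an independent check.

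The paper describes the listed genes as changed 2-fold or more, and 6 of the 77 genes were below 2-fold in the first pair at full precision. Those 6 genes also passed 2-fold in the second pair alone, which called all 77 listed genes among 103 in all, and the mean of the arrays called 76 of the 77 among 84, all but *Afu5g08940*.

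Among the genes listed as inactive, *Afu3g01470* had rank 51 by total intensity in the TSA-treated cells, and *Afu6g09750* at rank 11 is not listed. No alternative tried gave all 50 listed genes. The paper's text counts 1 histone deacetylase-related gene fewer than the 11 genes of its table whose annotation holds the word deacetylase, and 10 remain without the complex subunit Hos4.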

Other observations

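The following was chosen after the values were seen. Of the genes in the table of changed genes, 7 have annotations for the release or uptake of phosphorus compounds, namely a phospholipase C (*Afu7g04910*), a phosphoesterase (*Afu1g17590*), acid phosphatases (*Afu1g03570* and *Afu4g03660*), a phytase (*Afu4g08630*), a glycerophosphoryl diester phosphodiesterase (*Afu6g12240*) and a phosphate transporter (*Afu7g06350*). All 7 fell, by 2.78-fold to 6.80-fold, and all 7 are among the 10 largest falls of the 9887 genes. The smallest fall in either pair was 2.68-fold under quantile normalization and division by the array median. The paper does not report this pattern. Annotations were at hand only for the genes of the paper's tables, so the share of such genes on the whole array was not tested. A lower demand for phosphate in a culture whose growth was inhibited may be a candidate explanation, and an effect of TSA on these genes another. With 1 culture per condition, a difference between the cultures other than TSA, such as in growth or in phosphate left in the medium, cannot be told apart from an effect of TSA.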
